A study of Danio rerio with 12 samples. Its data were reported in "Transcriptional profile and chromatin accessibility in zebrafish melanocytes and melanoma tumors" (2021).

How the data were processed

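The series held 12 ATAC-seq libraries from cells sorted by fluorescence from adult zebrafish, 4 of melanocytes (3 MC_Het and 1 MC_Homo) and 8 of melanoma (MA). Groups, replicate numbers and sequencing runs were taken from the sample labels. For each library 1 deposited list of peaks was used here, and 3 kinds of value in these lists were used besides the coordinates.

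According to the methods of the paper, adapters were trimmed with CutAdapt, reads were aligned to GRCz11 (danRer11) with BWA, properly paired reads with a mapping quality over 30 were kept with bamtools, and duplicates were removed with MarkDuplicates. Alignments were converted to BED, which makes each mate a separate tag. Peaks were then called in each library separately with MACS2 and no control, with an effective genome size of 1000000000 bp, no fragment model, a shift of -50 bp, an extension of 100 bp, a duplicate limit of 999 and summits called within intervals. Tool versions were not stated. The first value the authors deposited per peak was the fold enrichment at the summit. It is the ratio of the tag pileup to the local background of the same library, after adding 1 to each. The others deposited were the −log10 of the Poisson p-value and the −log10 of the q-value at the summit. These values were checked on the files. The lowest −log10 q was 1.30 or just above, which is a q of 0.05, the lowest interval width was 100 bp, and coordinates were counted from 0, so 1 was added to each start. The shift and extension centre each tag on the transposase cut. Since every library was called on its own, list length depends on depth, and a region missing from a list may lie just under the threshold.

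Lines that differed only in summit were collapsed to 1 interval with the strongest summit, and chromosomes 1 to 25 were used. From the fold enrichment and the −log10 p as deposited, the pileup and the local background were solved for each peak by the Poisson tail. At least 99.26% of solved pileups in every library were whole numbers. The most frequent background was multiplied by the effective genome size and divided by the extension to give the number of tags. Thinning drew each pileup binomially at the ratio of the lowest depth (6.05 M tags) to the library's own, and intervals were kept when the thinned −log10 p passed the strictest lowest value seen in any library. Widths cannot be recomputed under thinning.

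For comparisons of content, each list was ranked by −log10 p and reduced to the 57910 strongest intervals, the size of the smallest list, so that the number of intervals did not set the overlap. Similarity was the Jaccard index in bp. Interval widths were not equalised. The reduced lists covered from 7.71 Mb in MC_Homo to 15.0 Mb in MA replicate 8, which limits the overlap that a pair can reach. Regions were the union of the 12 reduced lists, merged at 1 bp of overlap. Read counts at shared sites, as the study used for differential accessibility, cannot be made from peak lists, so detection was tested per region with Fisher's exact test and Benjamini-Hochberg adjustment over regions whose total could reach p under 0.05. Except for those listed next or marked as later below, the choices of test, samples and alternatives were made before the data were examined. The comparisons of interval width, of regions by run and of chromosome shares (against MC and between pairs), and the alternatives with wide intervals, without narrow intervals and with thinned lists, were chosen after seeing the data. So were all alternatives for the run, MC_Homo and chromosome comparisons, and the permutation test of similarity within MC against within MA.

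Differences of means were tested by two-sided exact permutation tests over all 495 splits of 12 libraries into 4 and 8, over 15 splits within run 2 and over 28 splits of MA into run 2 and run 3. Correlations across the 12 libraries used 100000 permutations and an exact test within each run, and 1 such relation was computed. Adjusted p-values of per-library measures cover 8 tests of MC against MA and 10 tests of run within MA. No MC library was of run 3, so run and cell type can be separated only in run 2, where 4 MC and 2 MA libraries allow no p below 0.0667.

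The regions named were chosen by a rule fixed beforehand, as the 5 regions of each direction found in every library of 1 type and none of the other with the best mean within-library rank by −log10 p. No annotation of this assembly was used here. The promoter share of peaks, the direction of promoter regions, gene-level detection, nearest genes, a fixed list of pigment cell and neural crest genes, motif content and a check for reads of the mitfa minigene at mitfa exons had been set out beforehand and were not run.

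The methods were tested on simulated data. Pileups were recovered for 100% of 11315 simulated peaks, and so were local backgrounds, to within 1%. The most frequent background was recovered as 0.6, the value simulated. The values were simulated by the formulas that the solution inverts, and the weakest peaks were left out. This therefore checks the solving step alone. For the region test of MC against MA, 0 planted regions among 35268 tested gave 0 calls, 200 fully separated regions among 35186 tested gave 0 calls, and 4000 among 36371 gave 4022 calls, with 100% of planted regions recovered and 22 false. The test therefore makes no call with 200 separated regions at this size. Detection was drawn independently for each library, without an effect of run, and regions were planted for MA only. False calls under an effect of run were thus not tested. For the spread of chromosome shares, equal simulated spreads gave p = 0.465 and simulated gains of whole chromosomes in MA gave p = 0.00202, by exact permutation tests. The comparison of pairs of libraries gave an exact permutation p of 0.667 for equal spreads, 0.00202 for gains that differed between MA libraries and 0.986 for 1 set of gains common to all MA libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.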

Results

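Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in pigment cells sorted from adult zebrafish. Melanocytes (MC) were sorted from skin by an mCherry reporter driven by mitfa, and melanoma cells (MA) were sorted by a GFP reporter driven by crestin. The MC group held 4 libraries, of which 3 came from fish heterozygous for the BRAF and p53 mutations (MC_Het, replicates 4, 5 and 6) and 1 came from a homozygous fish (MC_Homo). The MA group held 8 libraries (replicates 4 to 11). All 4 MC libraries and MA replicates 4 and 5 were sequenced in run 2, and MA replicates 6 to 11 in run 3. Each library was represented by its own list of called peaks on the GRCz11 assembly, so detection, width and rank of peaks were compared, and no read counts at shared sites were used here.

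Sequencing depth was recovered from the peak scores, as the number of tags (read ends) that reproduces each library's fold enrichments and p-values. The libraries held between 6.05 and 24.6 M tags (M, mega), and MC_Het replicate 5 was the deepest. MC libraries had 12.4 ± 8.37 M tags (SD, n = 4) and MA libraries had 7.91 ± 1.89 M (SD, n = 8). This difference of -4.44 M did not exceed the spread between libraries (two-sided exact permutation test over 495 splits, p = 0.133; Benjamini-Hochberg adjusted p = 0.213 over 8 comparisons of per-library measures). Without MC_Het replicate 5 the difference was -0.350 M. Among the other 11 libraries, MA replicate 8 was the deepest with 11.5 M tags.

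The first comparison asked how many accessible regions were called in each cell type. Counting each peak interval once on chromosomes 1 to 25, MC libraries had 124620 ± 95748 intervals (SD, n = 4) and MA libraries had 80945 ± 10904 (SD, n = 8). The difference of -43675 was within the spread of the MC libraries (exact permutation p = 0.228, adjusted p = 0.304). It rested on MC_Het replicate 5, which had 266537 intervals. Without this library the MC mean was 77314 ± 18016 (SD, n = 3) and the difference changed sign to 3631. Within run 2, the difference was -33408 (exact permutation p = 0.933; with 4 against 2 libraries the test cannot go below 0.0667). After thinning every library to 6.05 M tags, MC libraries had 70549 ± 11753 intervals (SD, n = 4) and MA libraries 72839 ± 8707 (SD, n = 8), and the difference of 2290 was within the spread (exact permutation p = 0.699). Without MC_Het replicate 5 the thinned MC mean was 65594 ± 7740 (SD, n = 3) and the difference 7244 (exact permutation p = 0.261). Thinned MA libraries of run 2 exceeded those of run 3 by 15216 (exact permutation p = 0.0357, the smallest possible; adjusted p = 0.119). Within run 2 thinned MA exceeded MC by 13702, which did not pass the threshold (exact permutation p = 0.267). Without MC_Het replicate 5 this run 2 difference was 18657 (exact permutation p = 0.1, the smallest possible). Interval number and tags had a Pearson r of 0.953 across the 12 libraries (permutation p = 0.00417), whereas Spearman's rho was 0.469 (permutation p = 0.126). When MC_Het replicate 5 and MA replicate 8, the libraries farthest from the median depth, were left out, r was 0.481 (permutation p = 0.158, n = 10). The linear relation therefore rested on these libraries. Within run 2, which held MC_Het replicate 5, r was 0.978 (exact permutation p = 0.0361, n = 6) and rho was 0.429 (exact permutation p = 0.419). Within run 3, r was 0.638 (exact permutation p = 0.2, n = 6) and rho was 0.657 (exact permutation p = 0.175).

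**Figure D1:**
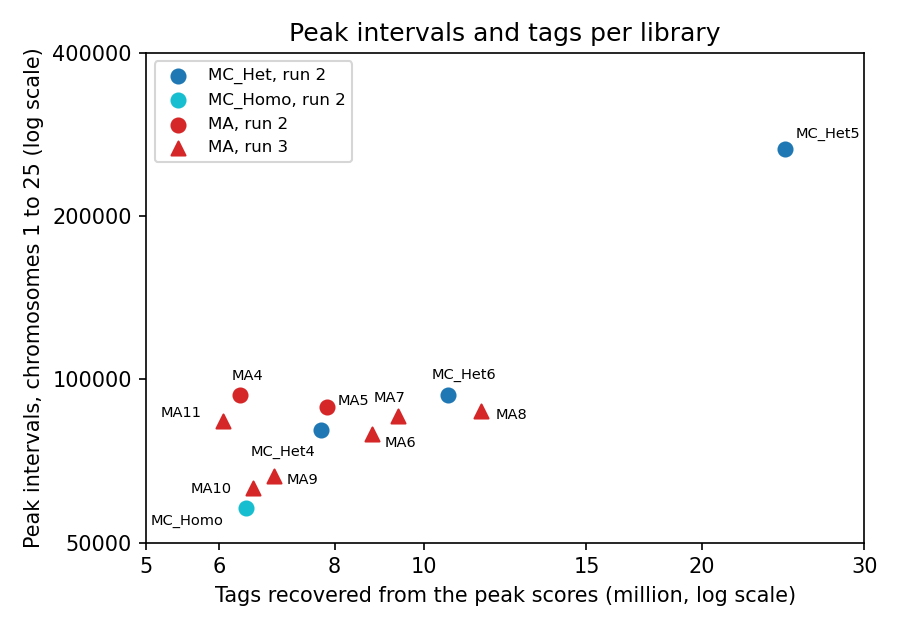
Number of peak intervals on chromosomes 1 to 25 (vertical axis, log scale) against tags recovered from the peak scores in M (horizontal axis, log scale), with 1 point per library, coloured by group and shaped by sequencing run. MC_Het replicate 5, with 24.6 M tags and 266537 intervals, lies apart from the other 11 libraries, which have at most 11.5 M tags.

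Peak intervals were wider in MA when all libraries were compared. The median width was 126 ± 11.4 bp in MC (SD, n = 4) and 160 ± 16.9 bp in MA (SD, n = 8), a difference of 34.2 bp (exact permutation p = 0.0101, adjusted p = 0.0202). Intervals of at least 150 bp made up 29.9% ± 11.7 of the MC lists (SD, n = 4) and 54.1% ± 7.32 of the MA lists (SD, n = 8; exact permutation p = 0.00404, adjusted p = 0.0162). Within run 2 the difference in median width was 19.5 bp and was not past the threshold (exact permutation p = 0.2). Every library also had an excess of intervals of 119 to 121 bp. These narrow intervals made up 19.1% ± 8.52 of the MC lists (SD, n = 4) and 8.36% ± 4.25 of the MA lists (SD, n = 8; exact permutation p = 0.00808, adjusted p = 0.0202). The share followed the run among MA libraries. MA libraries of run 2 had 15.1% ± 0.490 (SD, n = 2) and those of run 3 had 6.10% ± 0.878 (SD, n = 6), with no overlap (exact permutation p = 0.0357, the smallest that 28 splits allow). Of 10 such run comparisons within MA, none passed an adjusted p of 0.05, and the lowest adjusted p was 0.119. Within run 2 alone, the share of narrow intervals in MA differed from that in MC by -3.96 percentage points (exact permutation p = 0.6). This value rested on MC_Het replicate 5, which had 7.83%. By number it had the most narrow intervals of run 2, 20869, in the longest list. Without it the MC mean was 22.8% ± 4.96 (SD, n = 3), the difference was -7.71 (exact permutation p = 0.2, where 0.1 is the smallest possible), and each of the 3 MC libraries exceeded both MA libraries of run 2.

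**Figure D2:**
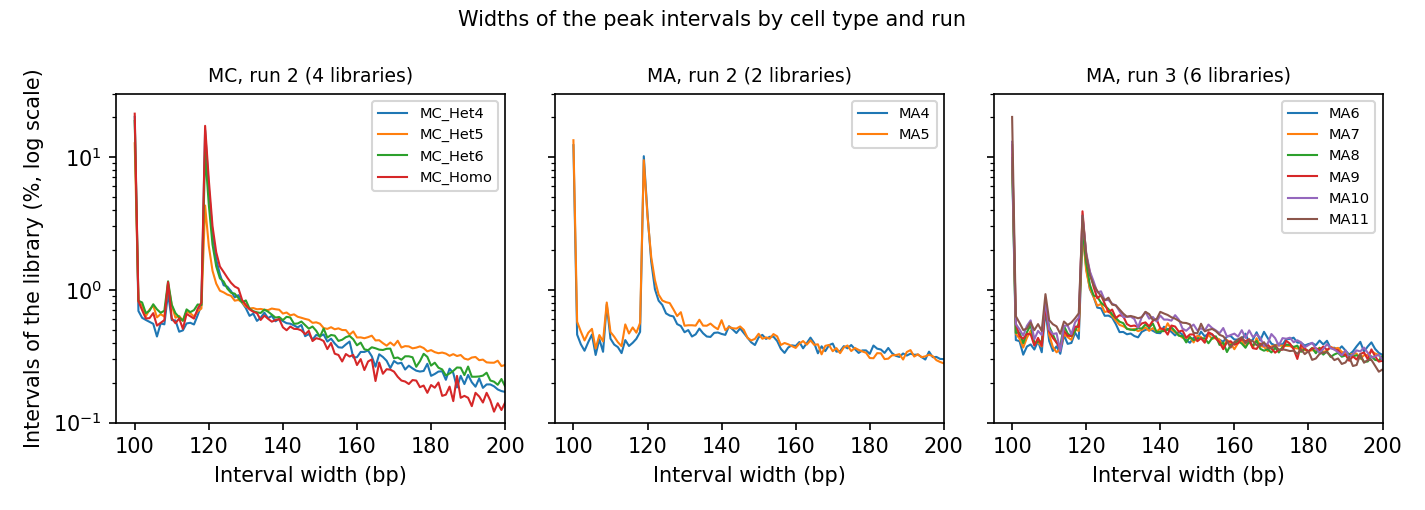
Share of each library's intervals (percent, log scale) at each width from 100 to 200 bp, with 1 line per library, in separate panels for MC of run 2, MA of run 2 and MA of run 3. Besides the peak at the lowest width of 100 bp, a sharp excess stands at 119 to 121 bp in all 12 libraries, and it holds 15.1% of the intervals of the MA libraries of run 2 and 6.10% of those of run 3.

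Overlap between libraries was then compared, to ask whether samples group by cell type. Each list was reduced to its 57910 strongest intervals, the number in the smallest library, and the Jaccard index (shared bp as a percent of the bp in either list) was taken for each pair. It averaged 31.9% ± 4.14 over 6 pairs of MC libraries, 42.6% ± 6.04 over 28 pairs of MA libraries and 20.4% ± 4.63 over 32 pairs of 1 MC and 1 MA library (each ± SD over pairs, which share libraries). Pairs of the same cell type overlapped by 20.3 percentage points more than pairs of different types (exact permutation p = 0.00202, the smallest that 495 splits allow). Leaving out each library in turn gave 18.3 to 22.4. The alternative that moved it most was run 2 alone, which gave 8.43 (exact permutation p = 0.0667, the smallest possible with 15 splits). Most same-type pairs were MA pairs, so the value of 20.3 rests mainly on MA. MC pairs, at 31.9%, lay closer to mixed pairs, which averaged 26.0% with MA of run 2. MC_Het replicate 5 overlapped more with MA replicates 4 (26.8%) and 5 (29.4%) than with MC_Homo (26.3%). Each other MC library overlapped more with every MC library than with any MA library. MC pairs overlapped less than MA pairs, with a difference of -10.7 percentage points and a range of -12.9 to -8.26 when each library was left out in turn. No test of this difference was set out beforehand, because pairs share libraries. Recomputing it for each of the 495 splits, a test added later, gave an exact permutation p of 0.204. In run 2 alone it was -17.8 (exact permutation p = 0.0667, the smallest possible). By library, the mean overlap with others of the same type was 31.9% ± 2.32 in MC (SD, n = 4) and 42.6% ± 3.46 in MA (SD, n = 8). Permuting these fixed means, which are built from the labels and share pairs, gives a lower exact p of 0.00202, which is not a valid test.

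The sequencing run could be examined only within MA, since all MC libraries were of run 2. MA pairs of the same run overlapped by 5.26 percentage points more than MA pairs of different runs, which did not exceed the spread (exact permutation p = 0.107). MA libraries of run 2 overlapped with MC by 26.0% on average and those of run 3 by 18.6%. This difference of 7.48 percentage points separated both run 2 libraries from all 6 run 3 libraries (exact permutation p = 0.0357, the smallest possible; adjusted p = 0.119). It fell to 1.24 when the narrow intervals of 119 to 121 bp were left out (exact permutation p = 0.286). Both MA libraries of run 2 still overlapped more with MA of run 3 than with MC of their own run, by 13.6 percentage points on average.

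**Figure D3:**
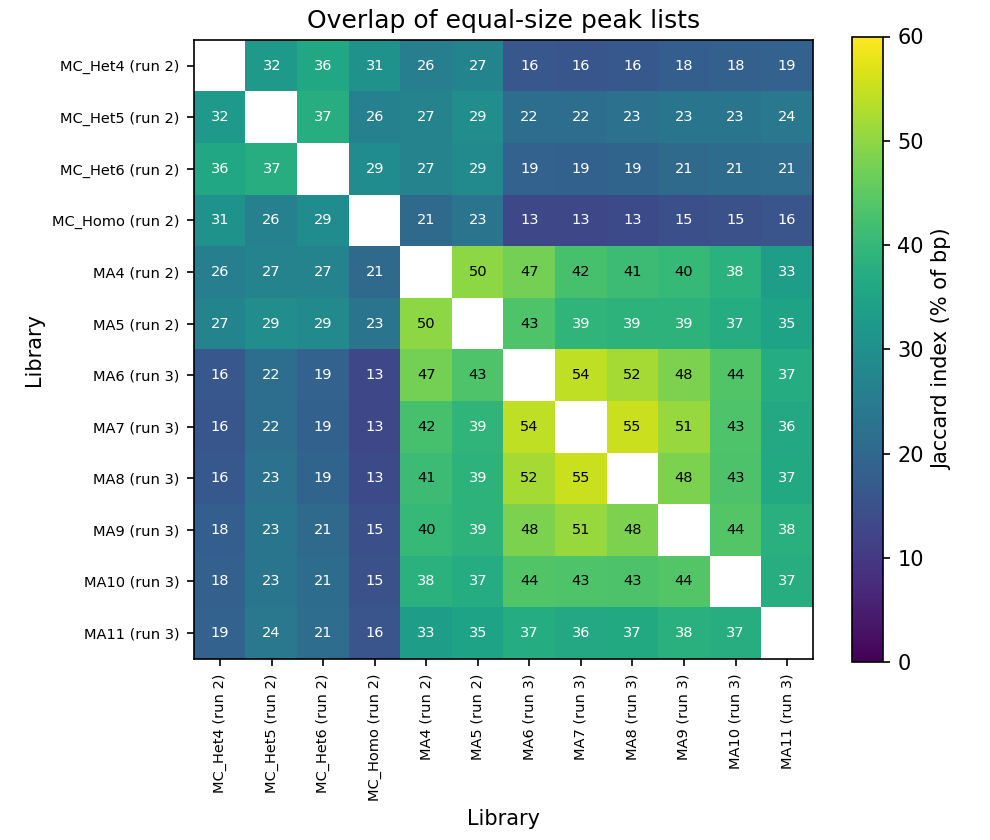
Jaccard index in percent of bp for every pair of libraries, from lists of 57910 intervals each, with libraries ordered by cell type and run and the colour scale running from 0 to 60. MA pairs average 42.6%, MC pairs 31.9% and mixed pairs 20.4%, and the mixed pairs with MA of run 2 average 26.0%.

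Regions that differed between melanocytes and melanoma cells were sought next. Merging the 12 equal-size lists gave 192780 regions, of which 85461 were found in 1 library and 8298 in all 12. A two-sided Fisher exact test of detection was run on the 53483 regions found in enough libraries to reach an unadjusted p of 0.05. After Benjamini-Hochberg adjustment, 3531 regions were detected more often in MA and 543 more often in MC. Each of these 4074 regions was found in every library of 1 type and in none of the other, with an exact p of 0.00202 and adjusted p = 0.0265. At an unadjusted p under 0.05 there were 8794 regions for MA and 3805 for MC. This excess for MA was absent without MA replicate 4 (10055 for MA and 10671 for MC) and nearly so without MA replicate 5 (10575 and 10530), the MA libraries of run 2. In both cases the MA count rose too, so the change came from the larger rise of the MC count. Regions found in all MC libraries, in MA replicates 4 and 5 and in no other MA library numbered 6032. They miss an unadjusted p of 0.05 with all 12 libraries but pass it when 1 of these 2 MA libraries is left out. With the 10000 strongest intervals of all 12 libraries the excess for MA was small as well (2328 for MA and 2275 for MC). Because all called regions share the smallest p that 4 against 8 libraries allow, at least 2161 fully separated regions were needed for any to be called. With the complete lists, 0 regions were called in either direction, against 6836 and 6415 at an unadjusted p under 0.05, and 1731 regions were in all MA and no MC library and 748 in all MC and no MA library. In run 2 alone the adjusted test cannot make a call. There, 9381 regions were found in both MA libraries and no MC library, and 1736 in all 4 MC libraries and no MA library. Among the 15 ways to choose 2 of these 6 libraries, the next highest counts were 2837 and 1481. The MC count was sensitive to single libraries. It was 1333 without MC_Homo, 1005 and 1066 without MC_Het replicates 4 and 5 (with a similar rise without replicate 6), and 970 without MA replicate 4, where fewer libraries have to share or lack a region.

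Absence from an equal-size list did not always mean absence from the complete list. Of the 3531 regions found in all MA and no MC equal-size lists, 1083 had no interval in any complete MC list, while 2299 (65.1%) had one in the complete list of MC_Het replicate 5, the deepest library. Of the 543 regions found in all MC and no MA equal-size lists, 318 had no interval in any complete MA list. The MA regions had a median width of 424 bp and 0.142% of them were 119 to 121 bp wide. The MC regions had a median width of 181 bp and 19.5% of them were of that narrow width.

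The 5 fully separated regions of each direction with the best mean rank by p-value were named, in GRCz11 coordinates and without gene annotation. In MA they were chromosome 22 from 13137705 to 13138416, chromosome 9 from 50090740 to 50091290, chromosome 20 from 33675375 to 33675872, chromosome 9 from 2125694 to 2126008 and chromosome 19 from 22252491 to 22253028. Their mean ranks among the 57910 intervals ran from 873 to 1053, and each had an interval in 1 to 3 of the complete MC lists. In MC they were chromosome 23 from 26979783 to 26979901, chromosome 13 from 43697477 to 43697596, chromosome 16 from 30173157 to 30173276, chromosome 16 from 23995520 to 23995638 and chromosome 5 from 13794131 to 13794249. Their mean ranks ran from 743 to 6515, and none had an interval in a complete MA list. All 5 MC regions were 119 or 120 bp wide, the narrow type whose share also differed between runs within MA. All 10 had an adjusted p of 0.0265 by Fisher's exact test and were found in every library of their type.

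Detection also separated the runs. A total of 6032 regions were found in all 6 libraries of run 2 and in none of run 3, and 486 in all 6 libraries of run 3 and in none of run 2. Among the 924 ways to choose 6 of the 12 libraries, the count for run 2 was the highest and the next was 553. With any other pair of MA libraries in place of MA replicates 4 and 5, at most 72 regions were found in all MC libraries and that pair alone. The run 2 regions had a median width of 125 bp and 45.8% of them were 119 to 121 bp wide. Their median rank lay in the strongest 7.74% to 10.98% of each complete MC list and in the strongest 18.1% and 19.3% of the complete lists of MA replicates 4 and 5. These complete lists held 57910 to 266537 intervals, so the shares do not order the libraries by strength.

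MC_Homo was a single library and was compared with MC_Het by values alone. Its overlap with the MC_Het libraries averaged 28.7% ± 2.16 (SD over 3 pairs), against 35.1% ± 2.64 between MC_Het libraries (SD over 3 pairs), a difference of -6.44 percentage points. This sign was not stable, since with the 10000 strongest intervals per library the difference was 5.08. Of all regions, 22376 were found in all 4 MC libraries, 20928 in MC_Homo and no MC_Het library, and 5400 in all 3 MC_Het libraries but not MC_Homo. For comparison, 13473 to 16309 regions were found in a single MC_Het library and none of the other 3 MC libraries. Conversely, 2064 to 2650 were found in all MC libraries except a single MC_Het library.

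The distribution of intervals over chromosomes was compared last. For each library the share of intervals on each of the 25 chromosomes was set against the mean share in MC (leaving the library itself out), and the SD of the 25 log2 ratios was taken. It was 0.07 ± 0.01 in MC (SD, n = 4) and 0.31 ± 0.06 in MA (SD, n = 8). The difference of 0.25 separated all MA from all MC libraries (exact permutation p = 0.00202, adjusted p = 0.0162), and within run 2 it was 0.21 (exact permutation p = 0.0667, the smallest possible). Log2 ratios lay between -0.14 and 0.14 in MC and between -1.11 and 0.68 in MA. The lowest ratios were -1.11 for chromosome 16 and -1.03 for chromosome 4 in MA replicate 10 and -0.99 for chromosome 21 in MA replicate 11, and the highest was 0.68 for chromosome 10 in MA replicate 11. This SD measures distance from MC, which a shift common to all MA libraries would also raise. Taking the reference anew for each of the 495 splits left the p unchanged (exact permutation p = 0.00202), the next highest difference being 0.14. Pairs of libraries were therefore compared with each other, by the SD over chromosomes of the log2 ratio of their shares. It averaged 0.08 over 6 MC pairs and 0.35 over 28 MA pairs, a difference of 0.27 (exact permutation p = 0.00202, the smallest possible). Within run 2 the difference was 0.20 (exact permutation p = 0.0667, the smallest possible). Tested chromosome by chromosome, 6 of 25 differed in mean share between MC and MA at an unadjusted exact permutation p under 0.05 and 0 after Benjamini-Hochberg adjustment, the lowest adjusted p being 0.118. Chromosomes 18, 19 and 22 had a higher share than in MC in all 8 MA libraries, with mean log2 differences of 0.30, 0.34 and 0.23. Chromosomes 3, 4, 8, 12, 15 and 16 had a lower share than in MC in 7 of the 8, and chromosomes 9, 23 and 24 in only 1. Part of the shift was therefore shared between MA libraries.

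**Figure D4:**
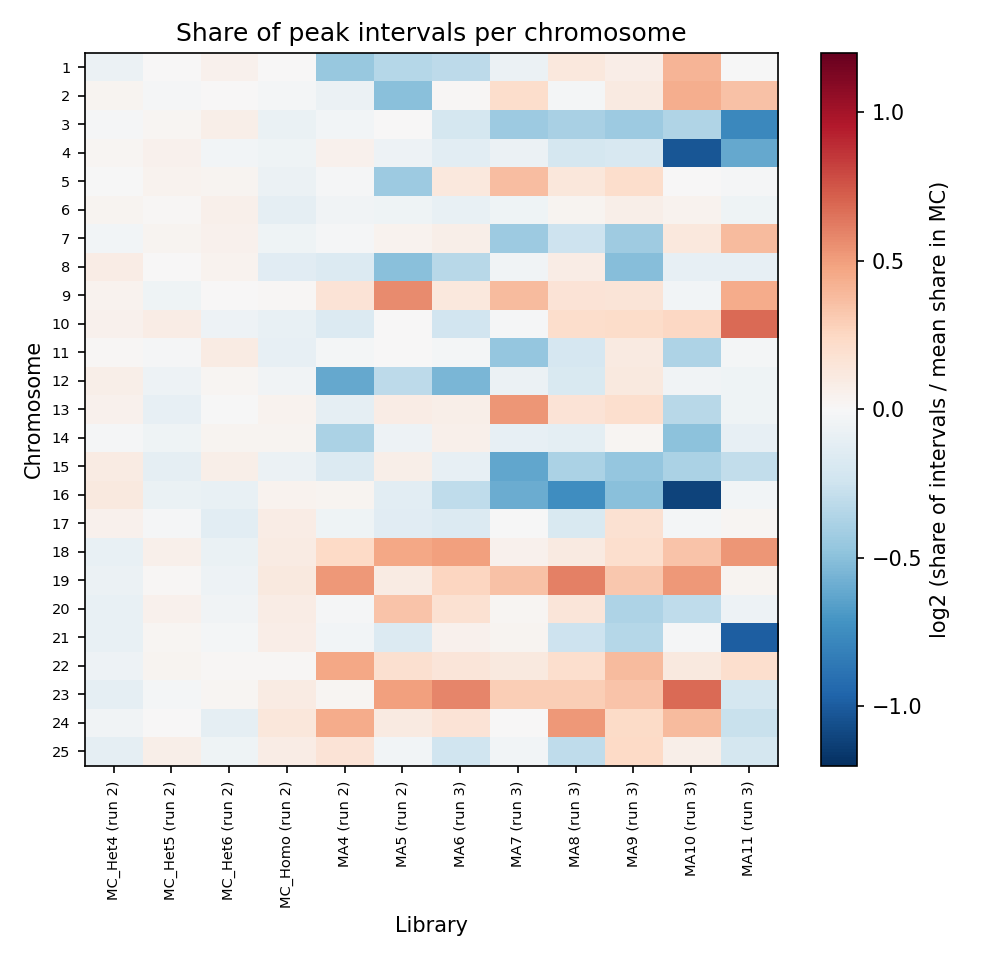
Log2 ratio of the share of intervals on each chromosome (vertical axis) to its mean share in MC, for each library (horizontal axis), with red above and blue below the MC mean. MC libraries stay between -0.14 and 0.14, and MA libraries reach from -1.11 to 0.68, at chromosomes that are in part shared and in part differ between libraries.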

Values the study reported

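For the ATAC-seq libraries, the study reported an average of 13,594,823 uniquely mapped reads, which was 38.1% of the paired reads sequenced. In its assessment of reproducibility by the irreproducible discovery rate (IDR) at 0.05, an average of 53% of sites passed in MC and 33% in MA. The study reported 56,936 sites with differential accessibility between melanocytes and melanoma cells. Of the differential sites annotated to promoters, it found 85% more open in melanoma.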

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

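The tests in this part were chosen after the results had been seen. Outliers were sought in 9 per-library measures in MC and in MA, that is in 18 groups, of which 2 held a library far from the others. Chance gives about 1 in 20 groups.

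MC_Het replicate 5 had 266537 peak intervals, and the other MC libraries had 57910, 80522 and 93511. It was also the deepest library, with 24.6 M tags. After thinning to the lowest depth it had 85412 intervals, against 56659, 69897 and 70227 in the other MC libraries, and its gap to the nearest of them was 0.528 of the range. It then no longer stood apart. Sequencing depth is a candidate explanation for its list length. It was still the longest of the 4 after thinning, so a further difference in library quality or in the fish stays open and was not tested.

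MC_Het replicate 5 also had the widest intervals of the 4 MC libraries, with a median of 143 bp against 119, 120 and 122 bp. It had a smaller share of intervals of 119 to 121 bp (7.83%, against 17.3% to 26.8% in the other MC libraries). By number it had the most of them, 20869 against 15546 to 19622, in a longer list. Without these intervals its median was 150 bp and the next was 131 bp, so the gap was 19 bp where it had been 21 bp. This argues against the smaller share of narrow intervals as the whole cause. Depth may widen intervals, but thinning of peak scores cannot recompute widths, so depth stays open, as does a difference between fish.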

How the results depend on the processing

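The alternatives with intervals of at least 150 bp, without intervals of 119 to 121 bp and with thinned lists, and all alternatives for the run, MC_Homo and chromosome comparisons, were chosen after seeing the data. The others were set out beforehand.

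The greater similarity within than between cell types stayed between 18.1 and 27.2 under the 9 alternatives that used all 12 libraries, with p = 0.00202 in each (exact permutation), and between 18.3 and 22.4 when each library was left out in turn. Run 2 alone gave 8.43, and run 2 alone with intervals of at least 150 bp gave 9.05. Both had the smallest p that 6 libraries allow (0.0667, exact permutation), so fewer samples account for the loss of significance. The value of 8.43 was smaller because same-type pairs of run 2 were 6 MC pairs (31.9% on average) and 1 MA pair (49.7%). In addition, mixed pairs of run 2 averaged 26.0%, where all mixed pairs averaged 20.4%. What causes these overlaps was not tested. The lower similarity within MC than within MA kept its sign throughout. It was -18.2 with complete lists, -4.08 with the 10000 strongest intervals, -16.8 with intervals of at least 150 bp, -21.6 without intervals of 119 to 121 bp, -17.8 in run 2 alone and -20.3 in run 2 alone with intervals of at least 150 bp; the cause was not tested.

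The number of regions called depended on how many regions were tested. With complete lists (87009 tested) and with no filter (192780 tested), 0 regions were called in either direction, against 6836 and 8794 for MA and 6415 and 3805 for MC at an unadjusted p under 0.05. More tests raise the number of separated regions needed, which accounts for the loss without the filter. With complete lists 1731 regions were in all MA and no MC library. Shorter lists gave fewer regions: 929 for MA and 248 for MC with the 10000 strongest intervals, and 774 and 188 with intervals of at least 150 bp (10850 per library), both as calls and as separated regions. In run 2 alone 9381 and 1736 regions were separated, and 2346 for MA with intervals of at least 150 bp, where fewer libraries have to share a region. No Fisher test in run 2 alone can reach the adjusted threshold. When each library was left out in turn, calls ranged from 3580 to 4487 for MA and from 574 to 1333 for MC, as did separated regions, and the value of 1333 was without MC_Homo. At an unadjusted p under 0.05, MA no longer exceeded MC without MA replicate 4 (10055 against 10671). There the MC count had risen from 3805, and the MA count had risen as well, from 8794. Adjusted calls for MA exceeded those for MC in every alternative that made calls.

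The difference in intervals per library was 2290 after thinning and ranged from -65912 to 3631 when each library was left out in turn; it was positive without MC_Het replicate 5. No alternative brought it past the threshold. The difference in tags kept its sign and stayed short of the threshold. MC_Het and MA share the numbers 4, 5 and 6, but same-numbered libraries did not deviate together (r of 0.054, 0.00552 and -0.00346 across regions), and no label says that a number marks a shared animal. With the number as a replicate block, the difference in intervals was -59647 (exact sign-flip p = 0.5, where 3 pairs allow no less than 0.25).

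Within MA, the difference between pairs of the same run and of different runs was 7.43 with the 10000 strongest intervals and 5.56 with intervals of at least 150 bp, each with the smallest possible p of 0.0357 (exact permutation); the cause was not tested. The greater similarity to MC of MA of run 2 was 6.48 with the 10000 strongest intervals, 1.71 with intervals of at least 150 bp and 1.24 without intervals of 119 to 121 bp, with exact permutation p of 0.107, 0.321 and 0.286. Regions in all run 2 and no run 3 libraries numbered 422, 84 and 349 in the same settings, of which the first 2 use much shorter lists. MC_Homo against MC_Het was -0.123 with complete lists, 5.08 with the 10000 strongest intervals, 1.497 at a −log10 q of at least 5, -12.6 with intervals of at least 150 bp and -3.29 after thinning, so its sign depends on the list; the cause was not tested. Under all 7 alternatives, the distance of chromosome shares from MC stayed larger in MA, by 0.23 to 0.45, and the spread between MA pairs exceeded that between MC pairs by 0.26 to 0.49.

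Promoter, gene and motif comparisons and their alternatives were not run, since no annotation or sequence of this assembly was used here.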

Other observations

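The tests on sequencing run, barcode swapping and narrow intervals as a source of the run pattern, and those on depth and narrow intervals for the chromosome shares, were chosen after the results had been seen. The tests by other splits of the libraries, by sensitivity of the lists and by the local background of chromosomes were set out before the values they measure were seen, although the pattern in chromosome shares had itself been noticed in the data.

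The difference in detected regions between MC and MA was set against other splits of the 12 libraries into 4 and 8. Of 100 splits, 1, the real one, gave as many regions called in either direction (4074, against 0 in every other, none of which had the 2161 separated regions a call needs). Likewise 1 of 100 gave as many regions in all 8 and none of the 4 (3531, the next having 138), and 1 of 100 as many in all 4 and none of the 8 (543, the next having 436). Counting separated regions over all 495 splits, the real one was the highest in both directions, by far for the 8 libraries (next 138) and narrowly for the 4. There, MA replicates 6 to 9 against all others gave 492, and MC_Het replicates 4 and 6, MC_Homo and MA replicate 4, all of run 2, gave 436. Other groupings thus give nearly as many regions as the MC count. The split of the libraries is confounded in part with sequencing run. The MA libraries of run 2 were more similar to MA of run 3 than to MC of their own run, by 13.6 percentage points, which argues against run as the whole cause. Lower sensitivity of the MC lists may contribute to the excess of MA regions. Regions found in 7 MA libraries were present in at least 1 complete MC list for 93.9% on average (93.2% to 94.3%). They were in the complete list of the left-out MA library for 93.3% to 99.4%. These ranges meet only through MA replicate 11 (93.3%), and for each left-out library the MA value was the higher. The complete list of MC_Het replicate 5 alone held 90.6% to 92.0%, below every left-out MA list. In equal-size lists the same regions were in at least 1 MC list for 78.8% to 81.5% and in that of the left-out MA library for 89.7% to 98.2%, ranges that do not meet, but both lower sensitivity and a difference between the cell types would lower the MC value. The pooled 4 MC lists, or that of MC_Het replicate 5, are compared with 1 MA list. Neither comparison can separate lower sensitivity from a difference between the cell types, so the test leaves this open. A difference between the cell types stays open as well.

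Libraries of run 2 shared 6032 regions that no run 3 library had, and the regions ranked high in each list. Intervals of 119 to 121 bp are a candidate source. These often had the same 2 edges in different libraries. On average 45.4% of a run 2 library's narrow intervals had identical edges in another run 2 library, and 29.6% between run 3 libraries. Across runs it was 29.5% of those of run 3 in run 2 libraries, about as within run 3, and 8.53% of those of run 2 in run 3 libraries. The values within runs compare with 1.14% and 1.02% for intervals of 140 to 145 bp. Without narrow intervals, 349 regions were found in all run 2 and no run 3 libraries. As a comparison, removing as many intervals of the next larger widths left 4637, and removing as many at random left 1840 to 1931 over 5 draws. The similarity of MA of run 2 to MC, less that of MA of run 3, was 1.24 without narrow intervals, 7.13 without the next larger widths and 5.13 on average after random removal. The lowest pileup per M tags among the 6 libraries was 23.5% of the highest in the median region. These regions were chosen for being strong in all 6 lists, so this value does not test barcode swapping between libraries sequenced together, which stays open. What makes peaks of 1 fixed width at fixed positions, more often in run 2, was not tested, and neither was a biological explanation. The 5 named MC regions and 19.5% of the regions found in all MC and no MA library are of this width. Their absence from the equal-size lists of the MA libraries of run 2 is part of how they were selected and is no test, so a part of run in their difference stays open. In all 4 MC and no run 3 MA library there were 7271 regions, and 88.8% and 86.7% of these were present in MA replicates 4 and 5.

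The share of intervals per chromosome varied more among MA than among MC libraries, by the SD of the log2 ratio between pairs of libraries. The difference between MA pairs and MC pairs was 0.30 after thinning to the lowest depth and 0.49 among intervals of at least 150 bp (exact permutation p = 0.00202 for both), which argues against depth and against narrow intervals as the whole cause. If whole chromosomes differed in copy number, the background around peaks should move with the share of peaks. At the 8298 regions shared by all 12 libraries, the local background relative to MC and the share of intervals had an r of 0.895 to 0.966 across the 25 chromosomes in the MA libraries, and of -0.069 to 0.358 in the MC libraries. Shares left and right of each chromosome's midpoint moved together in MA, with an r of 0.833 to 0.960, but also in MC, with an r of 0.434 to 0.837, so this does not set MA apart. Chromosomes are not independent replicates, and the local background, taken in windows of 10000 bp, includes tags of the peaks themselves, so both measures share some tags. Gains and losses of whole chromosomes that differ from tumour to tumour may explain the pattern. The largest such differences were at chromosomes 16 and 4 in MA replicate 10 (log2 of -1.11 and -1.03) and at chromosome 21 in MA replicate 11 (log2 of -0.99). The hypothesis was tested on the data in which it was found, and a wide change in accessibility along whole chromosomes was not excluded.

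The number of regions called here was 4074, and at an unadjusted p under 0.05 it was 8794 for MA and 3805 for MC. Both are lower than the number of differential sites quoted from the study above, which rests on read counts at shared sites and not on detection in lists, and the thresholds are not the same. The mean number of tags was 9.39 M per library. Whether it is comparable with the mapped reads quoted from the study above is unclear, since a tag is 1 read end and it was not settled whether the quoted value counts reads or pairs. Within-group overlap was 31.9% for MC pairs and 42.6% for MA pairs. The order of the groups is the opposite of that quoted from the study above, but the measure is another, since overlap of lists of equal length was used here.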
